# Gene expression atlas of the Colorado potato beetle (*Leptinotarsa decemlineata*)

**DOI:** 10.1038/s41597-025-04607-7

**Published:** 2025-02-19

**Authors:** Léonore Wilhelm, Yangzi Wang, Shuqing Xu

**Keywords:** Genetic databases, Evolutionary genetics, Invasive species, Entomology, Gene expression

## Abstract

The Colorado potato beetle (CPB) is a major pest of potato crops, known for its remarkable ability to develop resistance to more than 50 pesticides. For decades, CPB has served as a model species for studying insecticide resistance, insect physiology, diapause, reproduction, and evolution. However, research progress on CPB has been hindered by the lack of comprehensive genomic and transcriptomic resources. Here, leveraging a recently established chromosome-level genome assembly, we constructed a gene expression atlas of CPB using transcriptomic data from 61 samples representing major organs and developmental stages. By integrating short- and long-read sequencing technologies, we enhanced the genome annotation and identified 6,623 additional genes that were previously undetected. Furthermore, we developed a web portal to facilitate the search and visualization of the gene expression atlas, providing an accessible resource for the research community. The CPB gene expression atlas offers valuable tools and comprehensive data that will accelerate future research in pest control and insect biology.

## Background & Summary

The Colorado potato beetle (CPB) is a devastating pest originating from North America that has spread in Europe and Asia in the 20^th^ century. It causes substantial damage to solanaceous plants, in particular potatoes, as one CPB can consume around 40 cm^2^ of leaf tissue during the larval stages and 100 cm^2^ leaf area every 10 days during its adult life^1^. The CPB exhibits remarkable resistance to pesticides. More than 50 active compounds proved to be ineffective against various tested populations (Mota-Sanchez and Wise 2017 Arthropod Pesticide Resistance Database). Studies have shown that resistance to many insecticides evolved rapidly in response to the applications of insecticides and showed geographical variation^2–6^. This is largely due to high genetic variation in the population^7^, likely as the result of CPB’s high fecundity. A mated female CPB can produce 25 eggs per day on average^8^ and up to 724 eggs in 30 days^9^, generating a large pool of individuals upon which selection can act. Adaptation to pesticides appears to be polygenic, involving genes related to detoxification, cuticle composition, and neuronal receptors^7,10^.

The CPB has been the object of extended studies, most of which are related to understanding the mechanisms of pesticide resistance. Agronomic studies on the CPB include bioassays with potential pesticides^11,12^, use of biocontrol agents^13^, and RNA interference^14–17^. Recent studies have focused on finding alleles linked with resistance^18,19^ and gene expression linked with resistance^20^. The CPB has also been used as a model to understand insect development and physiology^21–23^, insect diapause^24–27^, and more recently insect lipid metabolism and calcium signalling^28,29^ as well as behaviour^30^.

Despite the abundance of research topics addressed using the CPB, the research in CPB is currently constrained by the lack of accessible genomic and transcriptomic data. The chromosome-level reference genome has been released recently and several studies on population genomics of CPB have been carried out^31,32^. Yet, we currently have no publicly available gene expression data among tissues and developmental stages, which is vital for understanding the genetic mechanisms of most phenotypic traits in CPB. Here, we sequenced the transcriptomes of 12 tissues in adults (five from female, seven from male), five tissues in the last instar larvae, as well as the eggs and entire body of each larval stage. Using these data, we further improved the genome annotation and established a gene expression atlas of CPB (Table 1). The updated genome annotation contains 34,350 genes with a BUSCO score of 96.2%, which is 3% higher than the previous annotation. To provide easy access to the expression data, we established a web-based portal allowing users to search, download and visualize the expression of genes among organs or developmental stages. The CPB atlas can be accessed via https://cpb-atlas.uni-mainz.de/.

**Table 1:** Comparison of the functional annotation from Yan *et al*. with the annotation from this paper.

Annotation version	Data used	Gene number	Busco score
The i5k Initiative	• 13 RNA-seq samples of whole-body of adults, larvae and tissues. • Protein homologs from the Insecta GenBank database and 7 RefSeq proteomes	16533	C:93.9%[S:92.2%,D:1.7%],F:3.3%,M:2.7%,n:2124
Yan *et al*.^31^	• 13 RNA-seq samples of whole-body of adults and 1^st^ instar larvae • Protein homologs of all insects downloaded from OrthoDB	27692	C:93.5%[S:86.0%,D:7.5%],F:1.0%,M:5.5%,n:1367
This paper	• 17 RNA-seq samples from different tissues and developmental stages (Supplementary Table 2) • Protein homologs from *D. melanogaster* and *T. castaneum* downloaded from Uniprot • Long reads from 21 sample types • Genes annotated in Yan *et al*. but absent in our current annotation were added to the annotation.	34315	C:96.2%[S:88.1%,D:8.1%],F:0.9%,M:2.9%,n:1367

## Methods

The insects were maintained in a climate chamber with 24 °C, 70% humidity and a photoperiod of 16 h light and 8 h dark per day. Larvae, as well as adults, were fed with leaves from organically grown potato plants (Annabelle variety, purchased from Ellenberg’s Kartoffelvielfalt GmbH & Co. KG, Barum, Germany), similar to our previous work^30^. The E06 strain, which was originally collected from Spain in 2012, was used for all samples^33^. The experimental design comprises the following steps (Fig. 1): dissection of the specimens, RNA extraction, RNA sequencing, data processing, and generation of the functional annotations.

**Fig. 1:**
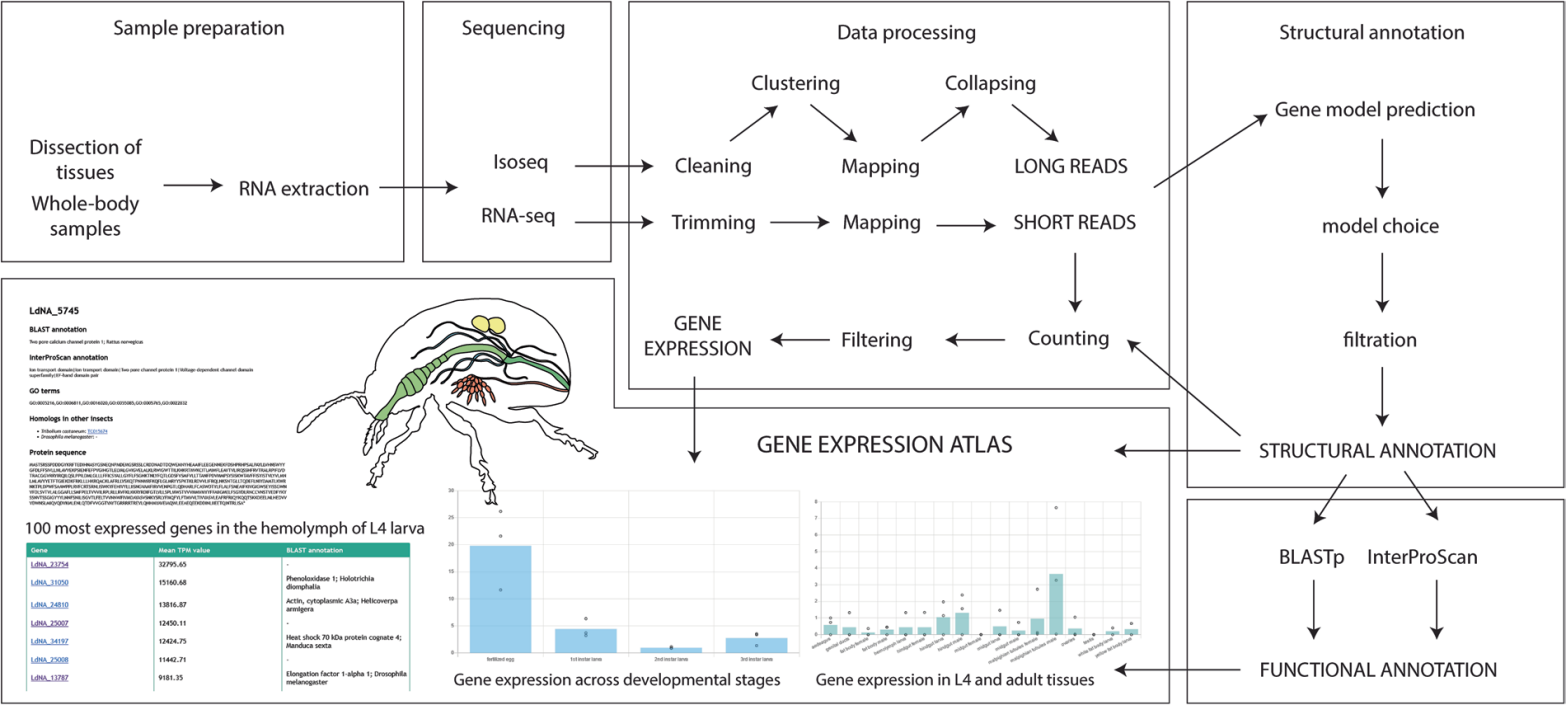
Graphical representation of the CPB atlas workflow. The samples were first prepared (either dissected or directly frozen), RNA was extracted, then sequenced. The data from RNA-seq and Isoseq were processed separately. Both were used to construct the structural annotation i.e. position of the genes and their exons and CDS on the genome assembly. The structural annotation was employed later to build the functional annotation i.e. function of each gene, by a search with BLASTp and InterProScan separately. The short reads were mapped to the structural annotation to obtain an expression count for the genes. The resulting gene expression were displayed on a web portal in the form of bar plots.

### Dissection and RNA extraction

The CPB atlas includes transcriptomes of tissues from fourth instar larvae (L4) and adults, as well as the whole body from different stages, from egg to third instar larva (Fig. 2). 

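The deposited expression data cover 61 RNA-seq libraries of 21 sample types, of which 59 libraries make up the atlas. Of these 59, 47 come from 9 dissected tissues: 3 libraries each of aedeagus, genital ducts, hemolymph, ovaries and testes, 6 of malpighian tubules, 8 of hindgut, and 9 each of midgut and fat body. The other 12 come from the whole body, with 3 libraries each of fertilized eggs and of L1, L2 and L3 larvae. Aedeagus, genital ducts and testes come from adult males, ovaries from adult females and hemolymph from L4 larvae. Midgut, hindgut and fat body were sampled in adult females, adult males and L4 larvae, and malpighian tubules in adults of both sexes. The fat body of L4 larvae was separated into a white and a yellow part. For 59 of the 61 libraries the tissue field of the sample labels names another sample type than the sample title, and the titles were used, because they match the library names in the sample descriptions.
The authors aligned the read pairs to the chromosome-level assembly, counted them on their annotated genes without using strand, and deposited the values as TPM, together with the position and length of each gene. The name of the assembly build is not given in the sources used here, and coordinates are printed as deposited. Because the library preparation was non-directional, the values of genes that overlap another gene on the opposite strand are uncertain. Multiplying TPM by gene length and dividing by the smallest step gave whole numbers of read pairs, within 0.01, for 100% of the values above 0. By this measure 9913155 to 18579970 read pairs per library fell on the genes of the table, with a median of 14953364 over the 61 libraries. The 3 genital duct libraries were the shallowest, from 9913155 to 12220077 with a median of 9922156. The ovaries were the deepest tissue, from 15905474 to 18579970 with a median of 17336919. The medians of the other tissues were 15170949 in aedeagus (13695555 to 15254387), 14883758 in fat body (14177649 to 18099317), 15146072 in hemolymph (13752930 to 16299435) and 14606012.5 in hindgut (13448005 to 16451081). They were 14863024.5 in malpighian tubules (13502057 to 15386007), 14573425 in midgut (13143253 to 16085250) and 15509553 in testes (14543850 to 17383246). In the whole-body samples the medians were 15518335 in fertilized eggs (13428349 to 16688984), 16029871 in L1 larvae (14267128 to 16772098), 16457740 in L2 larvae (16156811 to 16614830) and 16255077 in L3 larvae (14087452 to 16504928).
For a gene of the median length, 1209 bp, 1 read pair corresponded to between 0.0499 and 0.122 TPM, so that values near 1 TPM rest on few read pairs. The 10 most abundant genes took from 7.69% of the TPM in a library to 56.4%, and TPM values of the remaining genes fall when a few genes take more. Starting from the deposited TPM values, libraries were compared by their Euclidean distance on log2(TPM + 1), and genes by limma on log2(TPM + 1). The gene identifiers of the table match none of the reference gene names used here, so genes are given by identifier and position.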

The tissues were dissected in PBS under a stereoscopic microscope. Dissection time was limited to 10 min to avoid RNA degradation, and the tissues were subsequently snap-frozen in liquid nitrogen and stored in a −80 °C freezer. The whole-body samples were similarly snap-frozen before being stored to ensure identical processing of the entire dataset. The eggs were pooled into groups of five. Three L1, L2, and L3 larvae were pooled to create each sample, respectively. We pooled individuals because the extracted RNA from each individual was not sufficient for sequencing. The L4 larvae and adult tissues are from single individuals. The L4 larvae were dissected on the 19^th^ day of development from egg laying. Adults were kept in individual petri dishes from emergence and dissected seven days later. RNA was extracted using the RNeasy Mini kit from Qiagen (Venlo, The Netherlands), following the manufacturer’s protocol. Lysis was performed with micro pestles. To obtain the full-length transcript of all the genes using an iso-seq approach, we pooled 200 ng RNA from one replicate of each sample type (except two due to their low RNA abundance; Supplementary table 1). The 61 RNA-seq samples and one iso-seq sample were sequenced using Illumina NovaSeq and PacBio Sequel sequencers, respectively, at Novogene (Cambridge, UK).

**Fig. 2:**
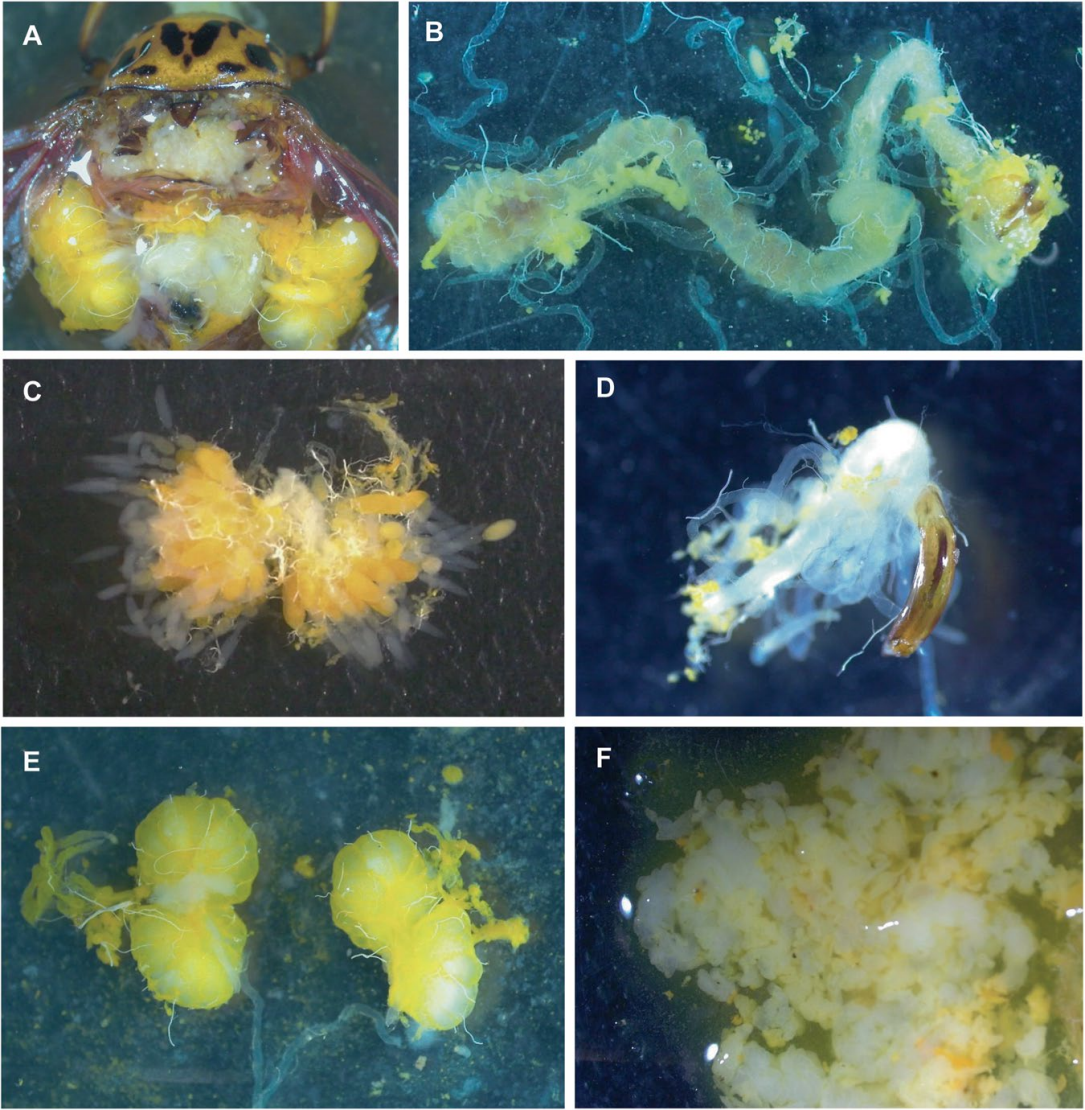
Dissection of tissues: (**A**) Male incised dorsally. (**B**) Midgut, hindgut and malpighian tubules; (**C**) Ovaries; (**D**) Aedeagus and genital ducts; (**E**) Testes; (**F**) Fat body (white and yellow) of a fourth instar.

For RNA-seq library preparation, the Novogene NGS RNA Library Prep Set (PT042) was used. The magnetic beads of oligos d(T)25 were used to enrich the mRNA. Subsequently, mRNA was randomly fragmented, and cDNA synthesis was carried out using random hexamers and the reverse transcriptase enzyme. The second chain was synthesized with the addition of an Illumina buffer (non-directional library preparation). The resulting products were purified, end-repaired, and ligated with adapters. Fragments of the appropriate size are enriched by PCR, where indexed P5 and P7 primers are introduced, and final products are purified. The libraries were checked with Qubit 2.0 and real-time PCR for quantification and bioanalyzer Agilent 2100 for size distribution detection. Quantified libraries will be pooled and sequenced on the Illumina Novaseq. 6000 platform, according to effective library concentration and data amount, using the paired-end 150 strategy (PE150).

For Iso-seq, the SMRTbell library was prepared. The first strand cDNA was synthesized from the polyA tail by NEBNext’s reverse transcriptase. Then the enzyme’s terminal transferase activity added a few extra nucleotides to the 3′ end of the cDNA. Subsequently, template switching, extension and amplification were performed to generate double-stranded cDNA. The cDNA was ligated with universal hairpin adapters. After purification with magnetic beads, the sequencing primer was annealed to the SMRTbell templates, followed by binding of the sequencing polymerase to the annealed templates. The SMRTbell library was sequenced in the PacBio Sequel IIe platform, in CCS mode. We used three replicates for each sample except the white fat body and the yellow fat body of the L4 larva, for which two samples were used.

### Iso-seq data processing

Iso-seq data were processed using the command-line tools from PacBio’s SMRT Link software (available at https://www.pacb.com/). First, consensus reads were generated with the function *css*. We demultiplexed reads with *lima* and then removed polyA tails with *isoseq3 refine* using default parameters. The reads were clustered with *isoseq3 cluster*. The Full-Length Non-Concatemer (FLNC) reads obtained were mapped to the genome^31^ using pbmm2, the pacbio wrapper for minimap2^34^. Finally, they were collapsed using Cupcake (v0.1.4, https://github.com/Magdoll/cDNA_Cupcake) to produce non-redundant full-length transcripts.

### RNA-seq data processing

Trimmomatic was used to remove the Illumina adapters, drop the reads with a low quality or a short length (SLIDINGWINDOW:4:15 MINLEN:36) and remove the first ten bases of the reads (HEADCROP:10). To assess the quality both before and after this filtering process, we utilized FastQC (v0.11.9, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were mapped to a chromosome-level genome assembly^31^ using STAR^35^ (version 2.7.8a). FeatureCounts (Subread 2.0.5) was used to count the reads mapped to the annotated genes, with the parameters “-p -countReadPairs” which indicates that the reads are paired. The genes that were not expressed were filtered out based on their transcript per million (TPM) values. We kept only the transcript having a TPM value above one in at least two samples (https://github.com/Xu-lab-Evolution/CPB_gene_expression_atlas/blob/main/TPMfiltration.R). 

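In the deposited table every one of the 15578 genes had a TPM above 1 in at least 2 of the 61 libraries. Counted over the 59 libraries that remained in the atlas, 15538 genes met the same filter and 40 genes exceeded 1 TPM in exactly 1 library, so the table holds genes that passed on the strength of a library that was later removed. A TPM above 1 was reached in all 61 libraries by 5527 genes. With a stricter filter of at least 3 libraries, 14831 genes would remain. From the TPM sum of the kept genes, the genes filtered out carried between 0.00986% and 0.118% of the TPM of a library. The number of genes above 1 TPM in a library ranged from 7895 in a female midgut to 11207 in a testes library.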

After filtration, 15,578 genes out of 34,350 were kept in the gene expression atlas.

### Protein-coding gene annotation

Prior to genome annotation, we removed the contaminants using FCS GX^36^ (v 0.5.0, https://github.com/ncbi/fcs-gx). For the prediction of protein-coding genes, we employed a modified BRAKER^37–41^ pipeline (https://github.com/Gaius-Augustus/BRAKER/tree/master). In brief, this approach integrates gene models predicted based on both short-read RNA-seq transcriptome (BRAKER1 method^42–47^) and protein homologs from *Drosophila melanogaster* and *Tribolium castaneum* (BRAKER2 method^40,43,44,48–52^). Subsequently, TSEBRA^41^ was used to compare these predictions against full-length transcripts obtained from Iso-seq data, thereby determining the most accurate gene models.

 When running BRAKER1, we combined paired-end RNA-seq reads from 17 different tissue types (Supplementary table 2) and used the repeat soft-masked CPB reference genome^31^. The short reads facilitated the automatic training of GeneMark-ET by using the spliced alignment data to assist gene model predictions by AUGUSTUS^53^. For BRAKER2, a similar process was conducted for the automatic training of GeneMark-EP+^52^. However, in this step, BRAKER2 employed information on protein-coding exon boundaries derived from the alignment of homologous protein sequences from *Drosophila melanogaster* and *Tribolium castaneum* (downloaded from UniProt^54^) to assist AUGUSTUS in gene prediction. We used GeneMarkS-T^55^ to identify the protein-coding regions within each full-length transcript. We then subsequently merged gene models from BRAKER1 and BRAKER2 and compared them against the Iso-seq full-length transcripts using TSEBRA. We retained only the longest isoform for each gene model. Using AGAT (v0.9.0, https://github.com/NBISweden/AGAT) we removed genes that are shorter than 100 bp and single-exon genes that lacked complete start or stop codons. Unique gene models that were present in the previous annotation version^31^ and had no overlap with any models predicted in the current version were retained in the new annotation. For the functional annotations, protein sequences were aligned to the UniProtKB^20^ database using *blastp* (BLAST + v2.12.0)^44^ with “-evalue 1e-6 -max_hsps 1 -max_target_seqs 1 -outfmt 6”. The results were further processed using InterProScan (5.71–102.0)^56^ with the options “-goterms -iprlookup”. The KEGG pathways were added using BlastKOALA^57^.

### Weighted gene co-expression network analysis

We performed a weighted gene co-expression network analysis using the WGCNA package in R^58^. The data were normalized using counts adjusted by TMM factors (CTF), we then applied a hyperbolic arcsine (asinh) transformation following the procedure described by Johnson and Krishnan^59^. 

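Among the 47 tissue libraries of adults and L4 larvae, 15249 of the 15578 deposited genes had a TPM above 1 in at least 1 library. The other deposited genes passed that value only in whole-body or removed libraries. Requiring 2 libraries instead of 1 left 14965 genes.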

We used tissue samples from adults and L4 larvae and kept genes with TPM values greater than one in at least one sample. The network was constructed with the blockwiseModules function and the parameters TOMType = “signed” and power = 9. The genes were divided into 52 modules; the smaller one (Salmon4) contained 20 genes and the largest (Turquoise) contained 3,002 genes. 

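How many single genes follow one tissue was computed from the deposited values, without building modules. For each of the 15249 genes, the Pearson coefficient was taken between asinh(TPM) over the 47 tissue libraries and an indicator that is 1 in the libraries of one tissue and 0 in all others. The adjustment by TMM factors was not repeated. A coefficient of at least 0.9 with one tissue was found for 1953 genes (12.8%). In 100 shuffles of the tissue labels the largest number of such genes was 1. Testes accounted for 1256 of the 1953 genes, ovaries for 252 and midgut for 243. Hemolymph had 49 genes, malpighian tubules 45, aedeagus 43, hindgut 37 and genital ducts 24, and fat body had 4. Lowering the coefficient to 0.8 raised the total to 2972 genes.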

We performed correlation analysis to link modules eigengenes to tissues using the Pearson coefficient (Supplementary figure 3).

### Tissue-specificity of the genes

Tissue-specificity of the genes has been tested with the extended tau score^60,61^. This score attributes a value from 0 (ubiquitous) to 1 (specific) to each gene of the dataset. We first calculated the median TPM value for each gene in every tissue. Those values were log_2_ transformed, and the tau score was calculated using the formula described in Yanai *et al*.^60^. The genes with a tau score greater than 0.85 and with a median TPM value above 10 in all tissues were considered specific. These genes were then assigned tissues using the extended tau score method, which determines a threshold based on the maximum expression value, the standard deviation and a Z-value derived from a Fuzzy c-means clustering of lower and upper bounds expression.

A total of 2487 genes (16% of the expressed genes) were tissue-specific, amongst which 2,246 were specific to one tissue, 227 to two tissues, and 14 to three tissues. 

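For the tissue-specificity values below, the median TPM of each gene was taken over the libraries of each of the 9 tissues (47 libraries), and tau was calculated on log2(median TPM + 1). A gene was counted as tissue-specific with tau above 0.85 and a median TPM above 10 in at least 1 tissue, and was assigned to the tissue with the highest median. Read literally, a median above 10 TPM in all 9 tissues left no gene, since the largest tau among the 2648 genes above 10 TPM in all tissues was 0.617. In total 2052 genes, 13.2% of the 15578, were tissue-specific, and leaving out each library in turn gave between 2038 and 2066 genes. Another 2467 genes had tau above 0.85 but a median of at most 10 TPM in every tissue. With a minimum of 1 TPM in place of 10 the total was 3701 genes. The fuzzy c-means step of the extended tau score was not repeated. When a gene was also assigned to every tissue within 1 SD of its highest tissue, the SD being taken over the tissues of that gene, 1965 genes had 1 tissue and 87 had 2 tissues. With the libraries shuffled among the tissues, the number of tissue-specific genes had a median of 307 and a maximum of 1424 in 100 shuffles, below the number in the real grouping. From these counts the paper describes how many genes are restricted to one, or a few, of the sampled tissues.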

The testes were by far the tissue presenting the more tissue-specific genes, with a number of 1,102 genes. 

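By this rule testes had 947 tissue-specific genes, 46.2% of all tissue-specific genes and 2.80 times as many as the next tissue, midgut, with 338. Ovaries had 273, aedeagus 133, malpighian tubules 119, hemolymph 90, hindgut 64 and genital ducts 58. Leaving out each of the 47 libraries in turn kept the testes between 943 and 963 genes and the midgut between 329 and 345. Testes were represented by 3 libraries of 1 sample type, whereas midgut had 9 libraries of females, males and larvae. With 3 libraries of one sample type drawn for each tissue, the median over 100 draws was again 947 genes for testes (942 to 954) and 333.5 for midgut (305 to 356). The testes libraries also had the most genes above 1 TPM, between 11185 and 11207. Of the testes-specific genes, the one with the highest median was LdNA_28885, a gene of 2 exons and 267 bp on chromosome 14 from 43081278 to 43081644 on the minus strand. It had 23428 ± 1979.6 TPM (SD, n = 3) in testes, a tau of 0.952, and a median of 24.7 TPM in the next tissue, aedeagus.

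**Figure D1:**
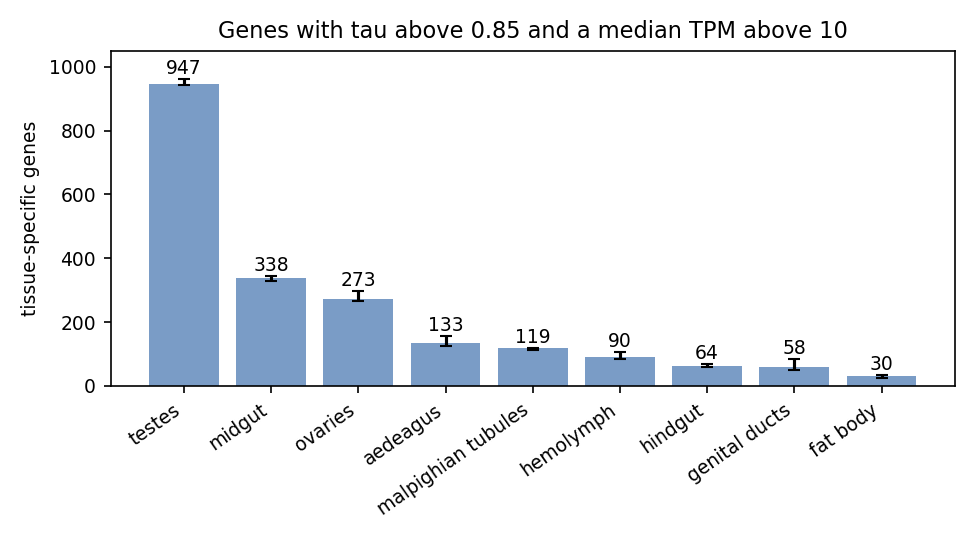
Number of tissue-specific genes (y axis) in each of the 9 tissues (x axis). Bars give the count over all libraries and whiskers the lowest and highest count when each of the 47 libraries is left out in turn. Testes lie at 947 and fat body at 30, and the whiskers of testes and midgut do not overlap.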

Oppositely, the fat body displayed only 61 specific genes.

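Fat body had 30 tissue-specific genes by the same rule, the fewest of the 9 tissues, and between 25 and 35 with each library left out in turn. The count moved with the rule more than that of testes did. It was 53 with tau above 0.80, 10 with tau above 0.90 and 58 with a pseudocount of 0.1 in place of 1. With 17 sample types as groups it was 97, and fat body no longer had the fewest, and with 13 groups that included whole-body stages it was 4. Fat body libraries came from adult females, adult males and L4 larvae. When 3 libraries of one sample type were drawn for each tissue, fat body had a median of 33 genes over 100 draws (25 to 38) and was the lowest tissue, but these draws held fat body of adults only. With the 3 L4 fat body libraries alone, set against all libraries of the other tissues, it was 86, and 3 tissues had fewer. In fat body 4162 genes had a median above 10 TPM, and 0.721% of them were fat body-specific, against 13.1% of 7230 genes in testes. The fat body-specific gene with the highest median was LdNA_7933, a gene of 7 exons and 459 bp on chromosome 4 from 11766153 to 11779092 on the plus strand. Its TPM was 979 ± 1066 (SD, n = 9), from 3.04 to 3054 in single libraries, so that the spread between fat body libraries was as large as the mean. Its tau was 0.874, and it was not specific with tau above 0.90 or with the mean in place of the median.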

### Gene Ontology enrichment analysis

To check whether the RNA-seq data accurately reflects the transcriptome of each tissue, a gene ontology enrichment analysis was performed on the tissue-specific genes identified previously. The Enricher function of the ClusterProfiler package on R was used separately on the GO terms belonging to the “molecular function” and the “biological process” ontologies^62^. The results suggest that the GO terms enriched among tissue-specific genes are related to the function of each tissue (Supplementary table 3). For example, testes-specific genes were, amongst others, enriched in the biological processes of cilium assembly (GO:0060271) and cilium movement (GO:0003341). The fat body specific genes were enriched in fatty acid biosynthetic process (GO:0006633) and long-chain fatty-acyl-CoA metabolic process (GO:0035336).

## Data Records

The raw data and the analysis results have been deposited in Figshare^63^. The raw sequencing data are also available in the NCBI Sequence Read Archive (SRA) under accession numbers SAMN39526582 to SAMN39526643, associated with BioProject PRJNA1067435. The expression data can be accessed under GEO accession number GSE285883^64^. The genome annotation, the transcriptome and the various analysis results are available on the web application: https://cpb-atlas.uni-mainz.de/resources.

## Technical Validation

The sample integrity, purity, and quantification were verified using an Agilent 5400 device. Samples were visualized on an NMDS and a pairwise heatmap to detect potential outliers using the log_2_(TPM + 1) values (Supplementary figures 1, 2). 

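Over all 61 libraries, the distance on log2(TPM + 1) was used to place each library among the sample types. The female hindgut replicate 5 lay at a mean distance of 150.5 from the other 2 female hindgut libraries (141.8 and 159.1), which were 99.97 apart. Its mean distance to the 3 male midgut libraries was 148.95, so it was no closer to its own replicates than to another tissue. To L4 midgut it was 157.8 and to male hindgut 173.7. The yellow fat body replicate 4 of L4 larvae lay 153.1 from the only other yellow fat body library and at a mean of 186.4 from the 2 white fat body libraries. Its mean distance to the 3 L4 hindgut libraries was 190.3, close to that of the white fat body. With 1 library in question in each case there is no replicate check of these distances.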

Two outliers were detected: a yellow fat body and a female hindgut. As this is likely due to contamination during dissection and sample collection steps, we removed these two samples from the CPB atlas. 

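Whether the removed libraries carried transcripts of other tissues was measured with the tissue-specific genes, recomputed without the library in question, as marker genes. In female hindgut replicate 5 the 338 midgut marker genes had a median log2(TPM + 1) of 5.37, against 0.69 and 0.95 in the other 2 female hindgut libraries. The excess over the median of these replicates was 4.55, and the next largest, for malpighian tubule marker genes, was 0.24. All 10 of the 10 most abundant midgut marker genes lay above both replicates, with a median of 4250 TPM against 16.4. Hindgut marker genes were lower than in the replicates but present, at 4.55, where hindgut libraries of the atlas ranged from 5.31 to 6.29 and midgut libraries reached at most 2.10. In yellow fat body replicate 4 the largest excess was that of hemolymph marker genes, with a median of 3.12 against 0.63 to 1.37 in the other 3 L4 fat body libraries, an excess of 1.79. Of the 10 most abundant hemolymph marker genes, 9 lay above all 3 libraries. Fat body marker genes in this library, at 4.79, were within the range of the other L4 fat body libraries. The paper proposes that material of other tissues entered these samples when they were dissected and collected, and removed both for that reason.

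**Figure D2:**
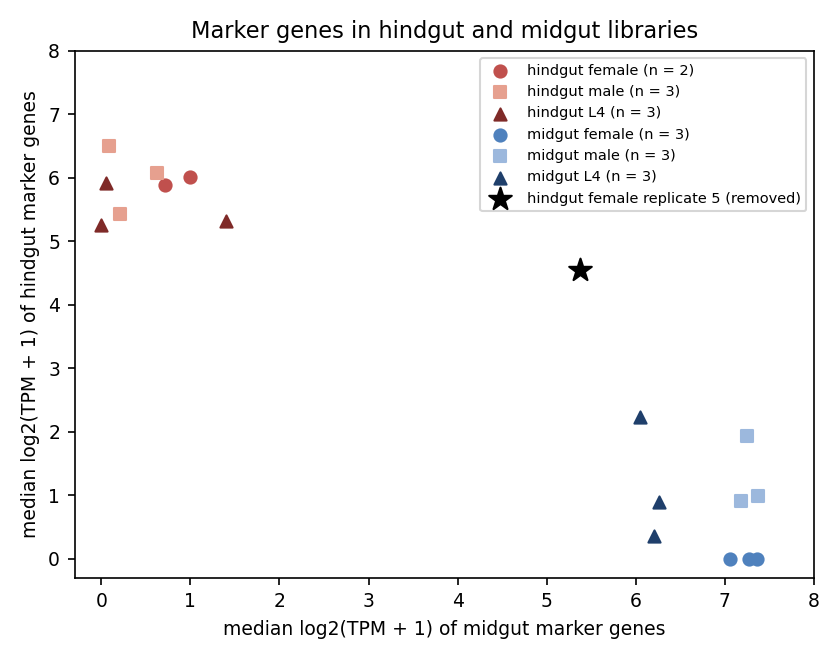
Median log2(TPM + 1) of midgut marker genes (x axis) and of hindgut marker genes (y axis) in each hindgut and midgut library, with marker genes chosen without the library plotted. The removed female hindgut library lies at 5.37 and 4.55, apart from the hindgut libraries at the upper left and the midgut libraries at the lower right.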

After the removal of outliers, all the visualization methods were applied again and showed that replicates cluster closely to each other (Figs. 3, 4).

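In the 59 libraries, the mean distance on log2(TPM + 1) was 87.9 ± 26.0 (SD) within sample types and 247.0 ± 48.1 between them. The difference of 159.1 was larger than in any of 100000 shuffles of the sample-type labels (permutation test, one-sided, p = 1e-05, the smallest these shuffles can give). For 53 of the 58 libraries that have a replicate, the closest library was of the same sample type. The other libraries were closest to the same tissue of the other sex. Male fat body replicate 7 was closest to female fat body replicate 2, at 119.7. Female hindgut replicate 1 and male hindgut replicate 3 were closest to each other, at 78.5, male hindgut replicate 5 was closest to female hindgut replicate 1, at 101.9, and male malpighian tubule replicate 5 to female malpighian tubule replicate 1, at 81.5. With 1 minus the Spearman correlation as the distance, 51 of the 58 libraries had a closest library of the same type. In complete-linkage clustering, 14 of the 20 sample types with at least 2 libraries formed a branch of their own, and the other 6 were all adult female or adult male types of fat body, hindgut, midgut and malpighian tubules.
An NMDS in 2 dimensions on Bray-Curtis distances had a stress of 0.139. In it the mean distance between sample types was 4.88 times the mean distance within them, and 39 of the 58 libraries (67.2%, 95% Wilson interval 54.4% to 77.9%) had a closest library of the same type. That interval takes the libraries as independent, although all were placed in a joint fit. An NMDS on Euclidean distances gave 33 of the 58 (56.9%) and a ratio of 7.07. The settings of the NMDS are not given in the paper's text, and Bray-Curtis was chosen here.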

**Fig. 3:**
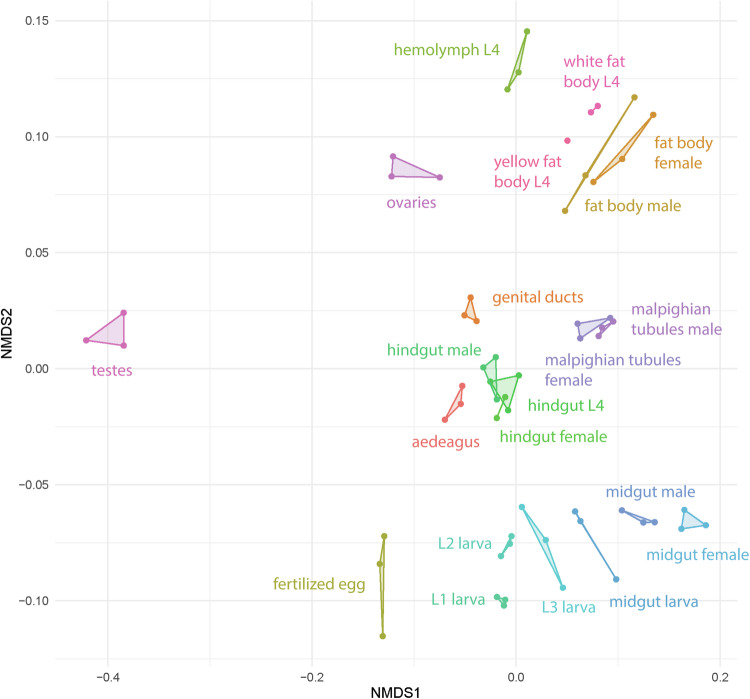
Non-metric multidimensional scaling (NMDS) of the samples based on log_2_(TPM + 1) values. Biological replicates are connected.

**Fig. 4:**
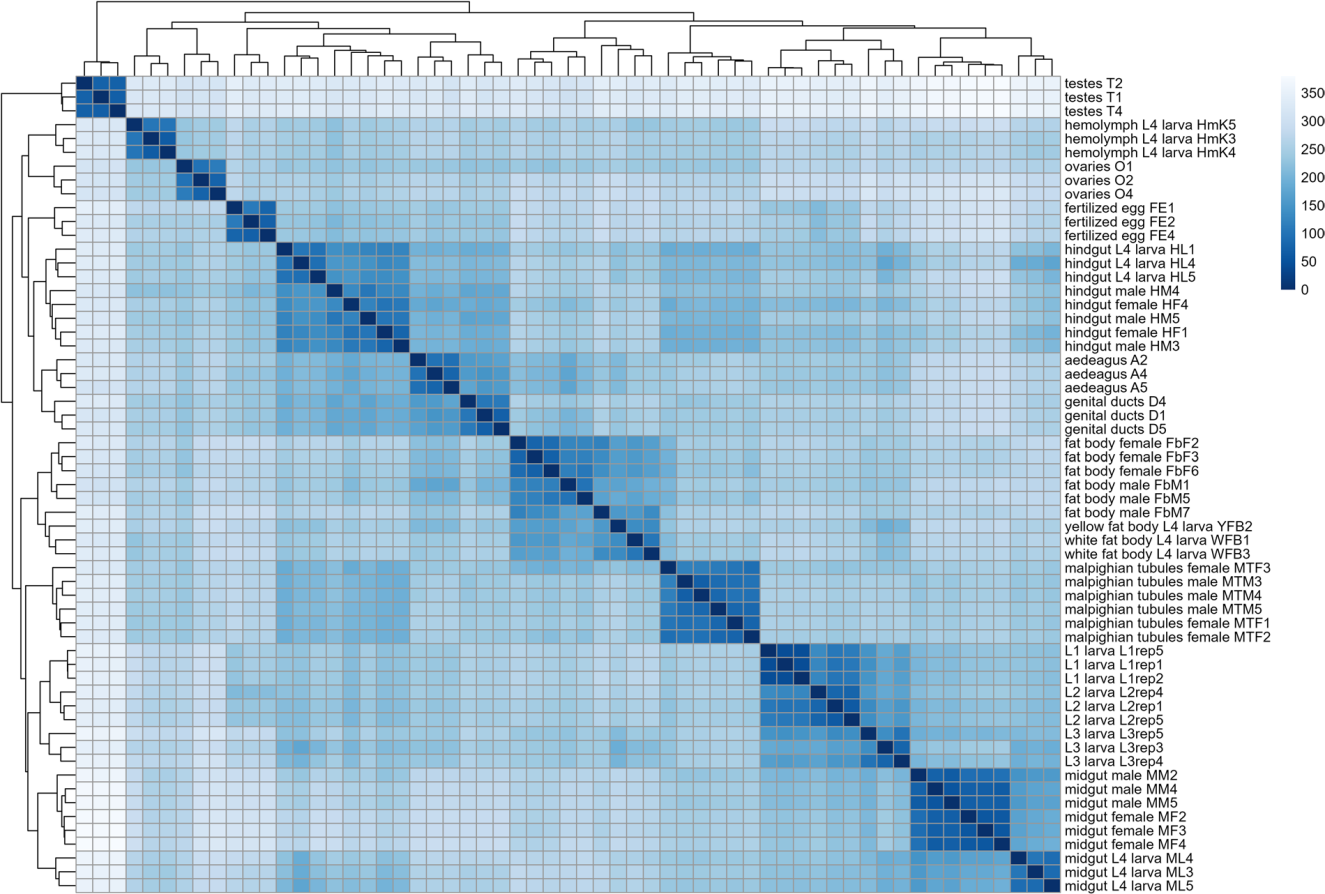
Heatmap showing the pairwise comparisons of log_2_(TPM) values across the 59 samples of the gene expression atlas. All the tissues are correctly clustering together showing an absence of contaminations from other tissues. Some tissues also segregate by developmental stage (e.g. midgut of L4 larvae vs adults) showing a modification of the transcriptome through age. On the contrary there are no clear separation of the tissues between the sexes in adult, showing the absence of sex-specific transcriptome for tissues common to both sexes.

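The closest library was of the same tissue for 59 of 59 libraries, with whole-body samples counted as 1 group, and each of the 9 dissected tissues formed a branch of its own in the complete-linkage tree. Testes were the most distant tissue, at a mean of 335.7 ± 3.10 (SD over 3 libraries) from libraries of other tissues, and the means of the other tissues lay between 235.1 and 267.6. The smallest distance between different tissues was 147.96, between aedeagus and genital ducts. Marker genes of the other tissues were also compared in the 45 atlas libraries with at least 2 replicates, over 360 combinations of library and marker tissue. For this comparison white and yellow L4 fat body were counted as replicates of 1 group. A median log2(TPM + 1) above the range of the replicates was found in 59 combinations and one below it in 33. How many would lie above by chance, with so few replicates, was not computed. In 12 of the 59 the marker genes had a median above 1 TPM. The largest were malpighian tubule marker genes in male hindgut replicate 3, with a median of 3.58 against 0.19 in its replicates, and aedeagus marker genes in male fat body replicate 1, with 2.30 against 0.24. Malpighian tubule marker genes lay between 2.38 and 3.08 in the female and L4 hindgut libraries too, so in hindgut the replicates of this library, at 0.10 and 0.25, are the ones that stand apart. Hindgut marker genes had a median of 2.23 in L4 midgut replicate 5 against 0.59, and fat body marker genes 2.03 in female malpighian tubule replicate 3 against 0.26. In their own tissues these marker genes had medians from 5.03 to 7.22. From the grouping of the libraries by tissue, the paper concludes that the samples were free of material of other tissues.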

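In the midgut, the 3 L4 libraries were separated from the 6 adult libraries by a mean distance of 172.9 ± 13.4 (SD over pairs), and libraries of one stage by 74.6 ± 14.7. The difference of 98.3 was the largest of all 84 splits of the 9 libraries (exact permutation test, one-sided, p = 0.0119, the smallest p this design allows). In fat body the difference between L4 and adults was 46.6 (exact permutation test, one-sided, p = 0.0119 over 84 splits) and in hindgut 30.4 (exact permutation test, one-sided, p = 0.0179 over 56 splits), again the smallest values these designs allow.
Between L4 and adult midgut, 6981 of 10056 genes differed by limma (Benjamini-Hochberg adjusted p below 0.05), 6199 higher in L4 and 782 lower. The values of the 2 stages did not overlap for 57.7% of the genes (46.4% after rescaling, a setting chosen for this share after seeing the data), against 2.38% by chance. The median difference over all genes was 0.82 on the log2(TPM + 1) scale. After the libraries were rescaled by median-of-ratios factors this median was 0.06, and 5254 genes differed, 2723 higher in L4 and 2531 lower. The number of genes higher in L4 therefore depends on the scaling. In hindgut 822 of 11041 genes differed, 329 of them higher in L4, and after rescaling 433 were higher and 382 lower. Without single libraries the number in hindgut ran from 314 (without L4 hindgut replicate 4) to 921. In fat body 903 of 9706 genes differed, 538 higher and 365 lower. There the number ran from 444 (without white fat body replicate 1) to 2290 (without male fat body replicate 7), and it was 1608 after rescaling.
The largest increase in L4 midgut among genes whose values did not overlap was that of LdNA_25084, a gene of 5 exons and 987 bp on chromosome 13 from 3827924 to 3833184 on the minus strand. It had 35427 ± 7914 TPM (SD, n = 3) in L4 and 0.901 ± 1.41 TPM (SD, n = 6) in adults. The log2(TPM + 1) difference was 14.38 (standard error 0.35, adjusted p = 2.89e-08 from limma with Benjamini-Hochberg adjustment). The largest decrease was that of LdNA_10678, a gene of 3 exons and 470 bp on chromosome 5 from 28722878 to 28725690 on the minus strand. It was listed at 0 in all 3 L4 midgut libraries and had 36943 ± 3844 TPM (SD, n = 6) in adults (adjusted p = 5.23e-11 from limma with Benjamini-Hochberg adjustment). From the separation of the stages in the heatmap, the paper concludes that the transcriptome of such tissues changes with age.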

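The distance between adult libraries of opposite sex minus that between libraries of the same sex was 15.3 in midgut (76.9 ± 12.2 against 61.6 ± 6.80, SD over pairs) and 14.0 in malpighian tubules (99.9 ± 13.4 against 85.9 ± 11.8). In each of these tissues no other split of the 6 libraries gave a larger difference (exact permutation test, one-sided, p = 0.1, the smallest p that 3 against 3 allow). In fat body it was 10.2 (exact permutation test, one-sided, p = 0.2) and in hindgut, with 2 females and 3 males, 1.48 (exact permutation test, one-sided, p = 0.4), and pairs of the same sex varied by 46.0 and 14.1 (SD) in these tissues. Averaged over the 4 tissues the difference was 10.2 (exact permutation test within tissues over 10000 relabellings, one-sided, p = 0.0092). That p takes the tissues as independent. With same-numbered libraries of one sex relabelled together in all 4 tissues, a test chosen after seeing the data, 2 of 36 relabellings gave as large an average (exact permutation test, one-sided, p = 0.0556). This average depended on single libraries. Without female fat body replicate 2, 3 or 6 it was 6.35, 5.25 and 6.37 (p = 0.107, 0.158 and 0.12 from the same permutation test), and without female hindgut replicate 4 it was 7.13 (p = 0.104). In the complete-linkage tree 6 of the 8 adult types of these tissues did not form a branch of their own, and female fat body and female midgut did. The closest library was of the other sex for 5 of the 23 adult libraries, 3 of them in hindgut, 1 in fat body, 1 in malpighian tubules and 0 in midgut.

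**Figure D3:**
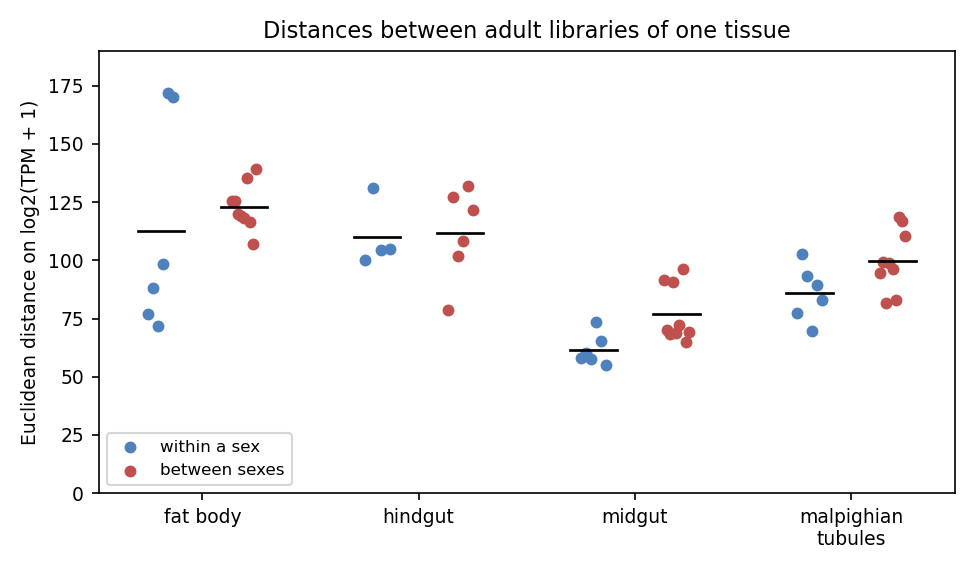
Euclidean distance on log2(TPM + 1) (y axis) between pairs of adult libraries of one tissue (x axis), for pairs of the same sex and pairs of opposite sex. Each point is a pair and each line the mean of its group. In midgut and malpighian tubules the lines lie 15.3 and 14.0 apart, in fat body 10.2 and in hindgut 1.48, and in each of the 4 tissues the points of the 2 kinds of pair overlap.

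By limma with Benjamini-Hochberg adjustment, 7 of 9706 genes differed between the sexes in fat body and 7 of 11041 in hindgut, each higher in females. In midgut 22 of 10056 genes differed, 10 higher in males, and in malpighian tubules 37 of 9325, 13 higher in males. At an unadjusted p below 0.05 there were 475, 432, 1290 and 898 genes. By chance a share of 0.05 of the tested genes would pass, which the counts in fat body and hindgut did not exceed. In midgut 32.5% of the genes had values that did not overlap between the sexes, in malpighian tubules 14.4% and in fat body 9.53%, against 10% by chance, and in hindgut 16.7%, against 20% by chance. The share in midgut came with a median difference of 0.28 over all genes. After rescaling by median-of-ratios factors, a setting chosen after seeing the data, the shares were 15.7% in midgut, 15.5% in malpighian tubules, 14.7% in fat body and 15.7% in hindgut. The count in fat body was 378 when all sample types shared one estimate of the spread. It was 328 without male fat body replicate 7, which gave the largest change of a single library. Depth in fat body also differed by sex, from 17843182 to 18099317 read pairs in females and from 14208550 to 14943714 in males. Whether depth played a part in the fat body counts was not tested. With each library left out in turn, the counts ran from 0 to 53 in hindgut, 8 to 39 in midgut and 18 to 64 in malpighian tubules. Over the 4 tissues 69 genes differed in at least 1 tissue, and 4 of them in 2 tissues, higher in females in both.
The leading gene higher in females was LdNA_1293, whose values did not overlap between the sexes in any of the 4 tissues but which passed the threshold in fat body and midgut only. It has 6 exons and 993 bp on chromosome 1 from 20199323 to 20216171 on the plus strand. In fat body it had 44020.3 ± 14001 TPM (SD, n = 3) in females and 404 ± 321 TPM (SD, n = 3) in males, a log2(TPM + 1) difference of -6.99 (standard error 0.63, adjusted p = 0.00465 from limma). In midgut the difference was -5.40 (standard error 0.71, adjusted p = 0.0257 from limma). There the gene kept its call in 8 alternatives and lost it in 8, with adjusted p from limma up to 0.133 when single libraries were left out. In fat body it did not pass the threshold with adults alone in the fit (adjusted p = 0.0615 from limma, over a range of 7.93e-06 to 0.0918 in all alternatives run). Across female hindgut, midgut and malpighian tubule libraries the TPM of this gene rose with that of fat body marker genes. The leading gene higher in males was LdNA_21131, a gene of 6 exons and 2287 bp on chromosome 10 from 47696888 to 47710073 on the plus strand. In malpighian tubules it had 4664 ± 2253 TPM (SD, n = 3) in males and 0.527 ± 0.672 TPM (SD, n = 3) in females, a log2(TPM + 1) difference of 11.52 (standard error 0.47, adjusted p = 0.000324 from limma). From the lack of a clear separation in the heatmap, the paper concludes that tissues common to both sexes have no sex-specific transcriptome.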

## Supplementary information

Supplementary files

## Data Availability

The scripts used to process short reads are available at the address: https://github.com/Xu-lab-Evolution/CPB_gene_expression_atlas/releases/tag/release_v1.0. The genome annotation has been generated using the same method described at https://github.com/Xu-lab-Evolution/Waterlily_aphid_genome_project^65^.

# Supplementary material for: Gene expression atlas of the Colorado potato beetle (Leptinotarsa decemlineata)
**Source:** Sci Data. 2025 Feb 19;12:299. doi: 10.1038/s41597-025-04607-7
**Supplement:** Supplementary file 1 — Supplementary files

**Supplementary table 1. Samples for which an extract have been collected and pooled for long read sequencing.**

| RNA-seq ID | Tissue types                   |
|------------|--------------------------------|
| A1         | aedeagus                       |
| D2         | genital ducts                  |
| FbF6       | fat body female                |
| FBM7       | fat body male                  |
| FE2        | fertilized egg                 |
| HF5        | hindgut female                 |
| HL1        | hindgut larva                  |
| HM5        | hindgut male                   |
| HmK2       | hemolymph                      |
| ML4        | midgut larva                   |
| MM5        | midgut male                    |
| MTF1       | malpighian tubule female       |
| MTM3       | malpighian tubule male         |
| O4         | ovaries                        |
| T2         | testis                         |
| L1_1       | whole-body first instar larva  |
| L2_1       | whole-body second instar larva |
| L3_2       | whole-body third instar larva  |

**Supplementary table 2. Samples provided to BRAKER to build the structural annotation.**

| RNA-seq ID | Tissue types             |
|------------|--------------------------|
| A2         | aedeagus                 |
| D1         | genital ducts            |
| FbF2       | fat body female          |
| FBM1       | fat body male            |
| FE1        | fertilized egg           |
| HF1        | hindgut female           |
| HL1        | hindgut larva            |
| HM3        | hindgut male             |
| HmK3       | hemolymph                |
| ML3        | midgut larva             |
| MM2        | midgut male              |
| MTF1       | malpighian tubule female |
| MTM3       | malpighian tubule male   |
| O1         | ovaries                  |
| T1         | testis                   |
| WFB1       | white fat body larva     |
| YFB2       | yellow fat body larva    |

**Supplementary table 3. Enrichment of the GO terms belonging to the “Biological Process” ontology in the tissues of the atlas. Each row corresponds to one GO term (second column) significantly enriched in one tissue (first column). The third column corresponds to the ratio of genes with this GO term specific to that tissue, to the total number of genes specific to that tissue. The fourth column corresponds to the number of genes containing this GO term to the total number of genes containing a “Biological Process” GO term. The fifth column is the adjusted p-value and the sixth, the name of the GO term.**

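In this table each line pairs a tissue of the atlas with a gene ontology (GO) term of the biological process branch. The test asks whether the genes specific to that tissue carry the term more often than all genes with a biological process annotation do, and the p-value is adjusted for the number of terms. The denominators count annotated genes only, so they are smaller than the numbers of tissue-specific genes. GO annotations were not used here and the enrichments were not recomputed.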

| tissue   | go_id      | gene_ratio | bg_ratio | p_adj                | name                                              |
|----------|------------|------------|----------|----------------------|---------------------------------------------------|
| aedeagus | GO:0006629 | 8/53       | 78/9251  | 3.12124943710647e-07 | lipid metabolic process                           |
| aedeagus | GO:0019752 | 3/53       | 17/9251  | 0.00154025375201827  | carboxylic acid metabolic process                 |
| aedeagus | GO:0006979 | 3/53       | 37/9251  | 0.0108212661129219   | response to oxidative stress                      |
| aedeagus | GO:0021556 | 2/53       | 13/9251  | 0.0162849707112457   | central nervous system formation                  |
| aedeagus | GO:0006032 | 2/53       | 20/9251  | 0.0309314390522668   | chitin catabolic process                          |
| aedeagus | GO:0006520 | 2/53       | 29/9251  | 0.0399742163441064   | amino acid metabolic process                      |
| aedeagus | GO:0016042 | 2/53       | 29/9251  | 0.0399742163441064   | lipid catabolic process                           |
| aedeagus | GO:0045087 | 2/53       | 29/9251  | 0.0399742163441064   | innate immune response                            |
| fat body | GO:0006633 | 6/23       | 24/9251  | 2.27920925807676e-10 | fatty acid biosynthetic process                   |
| fat body | GO:0035336 | 5/23       | 30/9251  | 6.12259787169019e-08 | long-chain fatty-acyl-CoA metabolic process       |
| fat body | GO:0009058 | 4/23       | 37/9251  | 9.0813677086112e-06  | biosynthetic process                              |
| fat body | GO:0019367 | 3/23       | 18/9251  | 2.67301652539312e-05 | fatty acid elongation, saturated fatty acid       |
| fat body | GO:0034625 | 3/23       | 18/9251  | 2.67301652539312e-05 | fatty acid elongation, monounsaturated fatty acid |
| fat body | GO:0034626 | 3/23       | 18/9251  | 2.67301652539312e-05 | fatty acid elongation, polyunsaturated fatty acid |
| fat body | GO:0042761 | 3/23       | 22/9251  | 4.29602219748673e-05 | very long-chain fatty acid biosynthetic process   |

|               |            |       |          |                      |                                                                           |
|---------------|------------|-------|----------|----------------------|---------------------------------------------------------------------------|
| fat body      | GO:0030148 | 3/23  | 23/9251  | 4.3158637511002e-05  | sphingolipid biosynthetic process                                         |
| genital ducts | GO:0071805 | 6/47  | 57/9251  | 1.21816630208891e-05 | potassium ion transmembrane transport                                     |
| genital ducts | GO:0030182 | 4/47  | 40/9251  | 0.000771309023561292 | neuron differentiation                                                    |
| genital ducts | GO:0042391 | 3/47  | 17/9251  | 0.000800418185438304 | regulation of membrane potential                                          |
| genital ducts | GO:0006355 | 9/47  | 377/9251 | 0.000800418185438304 | regulation of DNA-templated transcription                                 |
| genital ducts | GO:0006813 | 3/47  | 22/9251  | 0.00116748537512978  | potassium ion transport                                                   |
| genital ducts | GO:0030322 | 2/47  | 17/9251  | 0.0180015961797593   | stabilization of membrane potential                                       |
| genital ducts | GO:0006032 | 2/47  | 20/9251  | 0.0213485475787765   | chitin catabolic process                                                  |
| genital ducts | GO:0006811 | 3/47  | 95/9251  | 0.0495448016965787   | monoatomic ion transport                                                  |
| genital ducts | GO:0045892 | 2/47  | 35/9251  | 0.0495448016965787   | negative regulation of DNA-templated transcription                        |
| hemolymph     | GO:0016485 | 3/56  | 28/9251  | 0.024073494837503    | protein processing                                                        |
| hemolymph     | GO:0006979 | 3/56  | 37/9251  | 0.024073494837503    | response to oxidative stress                                              |
| hemolymph     | GO:0042744 | 2/56  | 10/9251  | 0.024073494837503    | hydrogen peroxide catabolic process                                       |
| hemolymph     | GO:0021556 | 2/56  | 13/9251  | 0.0309328648772152   | central nervous system formation                                          |
| hindgut       | GO:0006355 | 11/49 | 377/9251 | 0.000125175721594579 | regulation of DNA-templated transcription                                 |
| hindgut       | GO:0097037 | 3/49  | 16/9251  | 0.00145295483037622  | heme export                                                               |
| hindgut       | GO:0030154 | 4/49  | 52/9251  | 0.0020282490930532   | cell differentiation                                                      |
| hindgut       | GO:1990573 | 2/49  | 13/9251  | 0.0187323035747442   | potassium ion import across plasma membrane                               |
| hindgut       | GO:0007189 | 2/49  | 14/9251  | 0.0187323035747442   | adenylate cyclase-activating G protein-coupled receptor signaling pathway |

|                    |            |        |          |                      |                                                                   |
|--------------------|------------|--------|----------|----------------------|-------------------------------------------------------------------|
| hindgut            | GO:0007186 | 4/49   | 144/9251 | 0.0450727054994688   | G protein-coupled receptor signaling pathway<br>heme export       |
| malpighian tubules | GO:0097037 | 5/98   | 16/9251  | 2.39727606743874e-05 |                                                                   |
| malpighian tubules | GO:0006814 | 5/98   | 38/9251  | 0.00114526085091965  | sodium ion transport                                              |
| malpighian tubules | GO:0006820 | 4/98   | 40/9251  | 0.01346432492384     | monoatomic anion transport                                        |
| midgut             | GO:0005975 | 51/215 | 203/9251 | 1.16037234839854e-37 | carbohydrate metabolic process                                    |
| midgut             | GO:0006508 | 58/215 | 425/9251 | 4.8781674427562e-28  | proteolysis                                                       |
| midgut             | GO:0045490 | 13/215 | 13/9251  | 8.44163473719252e-21 | pectin catabolic process                                          |
| midgut             | GO:1901642 | 9/215  | 18/9251  | 1.06946277359058e-09 | nucleoside transmembrane transport                                |
| midgut             | GO:0050790 | 7/215  | 11/9251  | 1.27712596619306e-08 | regulation of catalytic activity                                  |
| midgut             | GO:0006629 | 12/215 | 78/9251  | 2.16071887361736e-06 | lipid metabolic process                                           |
| midgut             | GO:0006820 | 8/215  | 40/9251  | 2.64210506294148e-05 | monoatomic anion transport                                        |
| midgut             | GO:0016042 | 7/215  | 29/9251  | 2.64210506294148e-05 | lipid catabolic process                                           |
| midgut             | GO:0006032 | 5/215  | 20/9251  | 0.000528262803880951 | chitin catabolic process                                          |
| ovaries            | GO:0007275 | 10/139 | 129/9251 | 0.00175535527343945  | multicellular organism development                                |
| ovaries            | GO:0043161 | 8/139  | 126/9251 | 0.0178845629117829   | proteasome-mediated ubiquitin-dependent protein catabolic process |
| ovaries            | GO:0006511 | 9/139  | 161/9251 | 0.0178845629117829   | ubiquitin-dependent protein catabolic process                     |
| ovaries            | GO:0006749 | 4/139  | 30/9251  | 0.0190096981794287   | glutathione metabolic process                                     |
| testes             | GO:0060271 | 32/427 | 60/9251  | 2.57159676827487e-25 | cilium assembly                                                   |
| testes             | GO:0003341 | 16/427 | 19/9251  | 1.94390917031109e-17 | cilium movement                                                   |
| testes             | GO:0007018 | 28/427 | 84/9251  | 1.09851922509659e-15 | microtubule-based movement                                        |
| testes             | GO:0003254 | 9/427  | 16/9251  | 2.64461031339478e-07 | regulation of membrane depolarization                             |
| testes             | GO:0042073 | 6/427  | 11/9251  | 9.98585752314717e-05 | intraciliary transport                                            |

|        |            |        |         |                      |                                                                      |
|--------|------------|--------|---------|----------------------|----------------------------------------------------------------------|
| testes | GO:0000226 | 10/427 | 43/9251 | 0.00045144610663387  | microtubule<br>cytoskeleton<br>organization                          |
| testes | GO:0071805 | 11/427 | 57/9251 | 0.000967037529107494 | potassium ion<br>transmembrane<br>transport                          |
| testes | GO:0007131 | 5/427  | 11/9251 | 0.00128297719258605  | reciprocal<br>meiotic<br>recombination                               |
| testes | GO:0006099 | 9/427  | 41/9251 | 0.00128297719258605  | tricarboxylic<br>acid cycle                                          |
| testes | GO:0035725 | 10/427 | 56/9251 | 0.00293753879490391  | sodium ion<br>transmembrane<br>transport                             |
| testes | GO:0044782 | 5/427  | 14/9251 | 0.00371398302660593  | cilium<br>organization                                               |
| testes | GO:0035556 | 12/427 | 89/9251 | 0.00884247039216909  | intracellular<br>signal<br>transduction                              |
| testes | GO:0006096 | 7/427  | 35/9251 | 0.0100679957762013   | glycolytic<br>process                                                |
| testes | GO:0009190 | 5/427  | 18/9251 | 0.0107136971000423   | cyclic nucleotide<br>biosynthetic<br>process                         |
| testes | GO:0006334 | 4/427  | 11/9251 | 0.0107138699282137   | nucleosome<br>assembly                                               |
| testes | GO:0007017 | 5/427  | 19/9251 | 0.0122455116905559   | microtubule-<br>based process                                        |
| testes | GO:0006123 | 4/427  | 12/9251 | 0.0129074990638973   | mitochondrial<br>electron<br>transport,<br>cytochrome c to<br>oxygen |
| testes | GO:0007283 | 4/427  | 12/9251 | 0.0129074990638973   | spermatogenesis                                                      |
| testes | GO:0006006 | 4/427  | 13/9251 | 0.0170244765924613   | glucose<br>metabolic<br>process                                      |
| testes | GO:0036211 | 5/427  | 22/9251 | 0.0197884239111766   | protein<br>modification<br>process                                   |

---

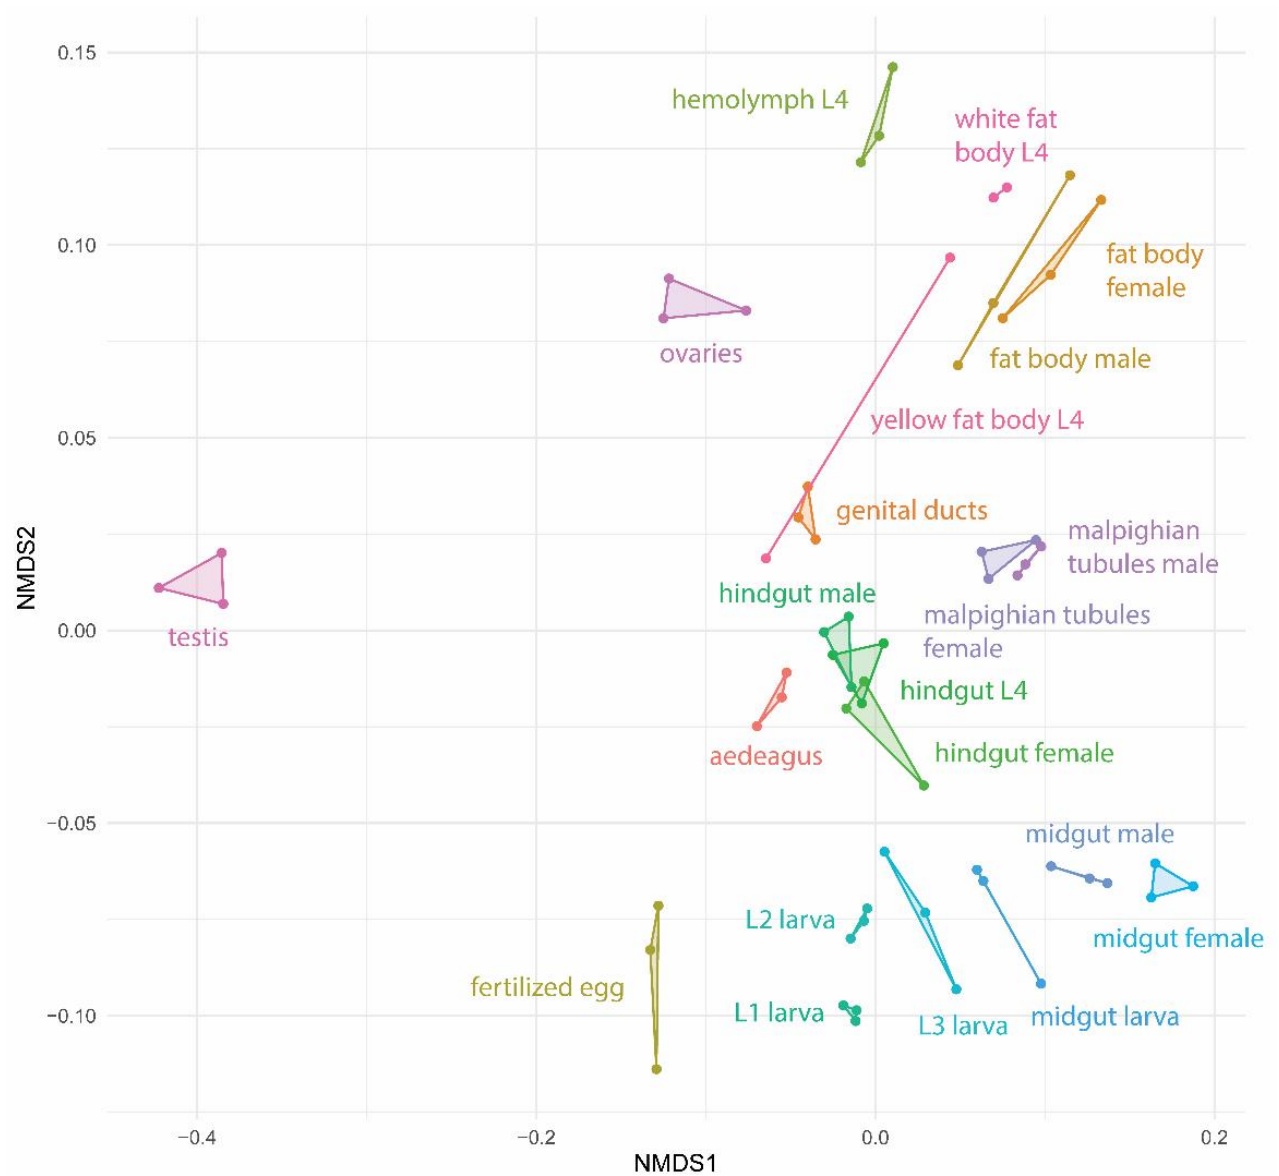

**Supplementary figure 1.** Non-metric multidimensional scaling (NMDS) of the samples based on  $\log_2(\text{TPM}+1)$  values. Biological replicates are connected. A yellow fat body of L4 appear clearly as an outlier, it has been removed from the dataset.

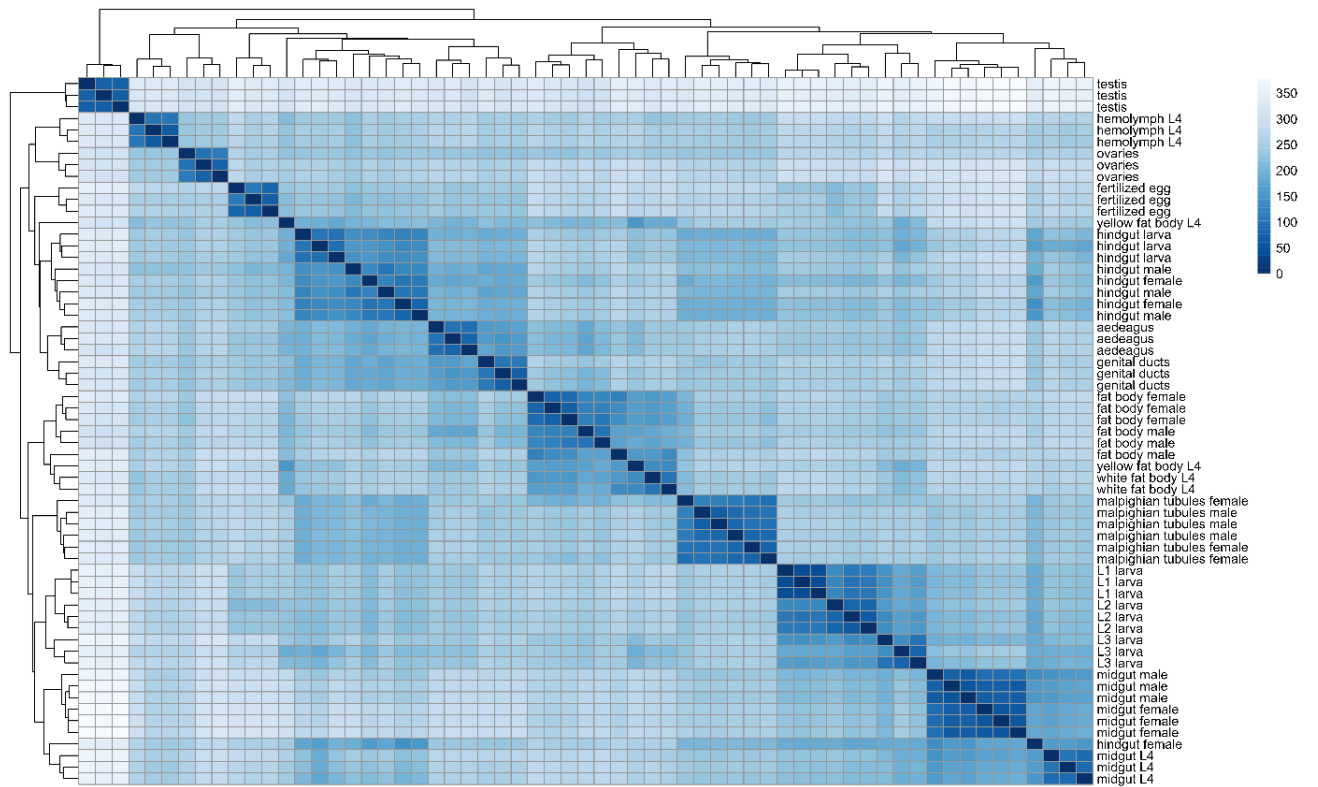

**Supplementary figure 2.** Heatmap showing the pairwise comparisons of  $\log_2(\text{TPM})$  values across the 61 sequenced samples. A yellow fat body and a hindgut of female don't cluster with the replicates of the same type. They have been removed from the dataset.

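The removed yellow fat body library also differed in the number of genes detected. In it 9946 genes had a TPM above 1, whereas the 9 fat body libraries of the atlas ranged from 7901 to 8959. Its mean distance to the other fat body libraries was 199.6, and the next highest value in that group was 160.2. For the removed hindgut library the mean distance to the other hindgut libraries was 170.1, with a next highest value of 140.5.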

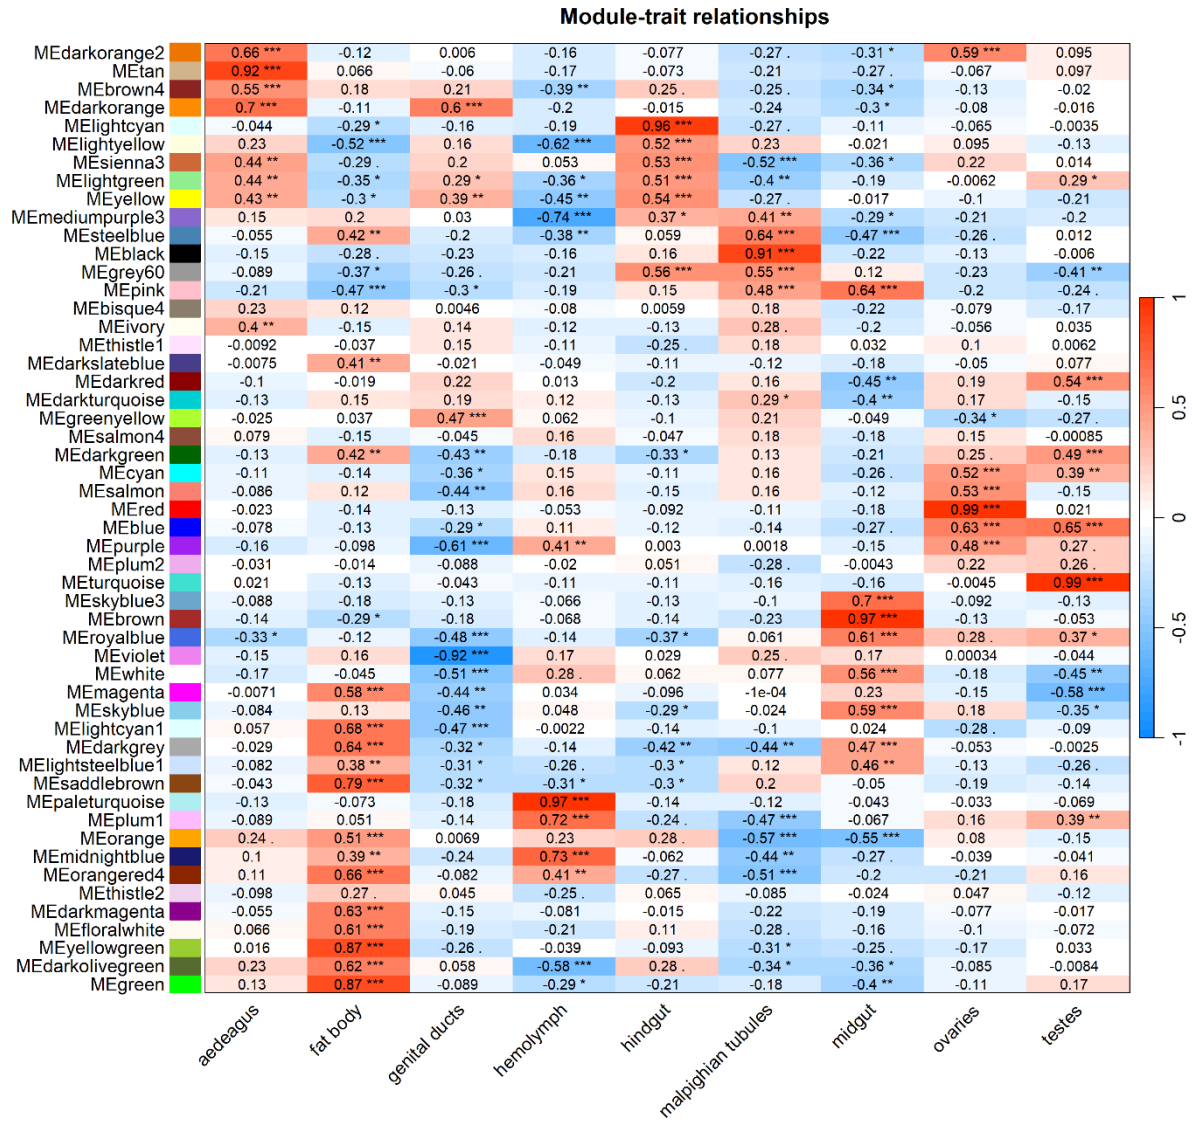

**Supplementary figure 3.** Pearson correlation between the modules and the tissues. The significance of the correlation is indicated with stars (p-value  $\leq 0.001$ : \*\*\*,  $\leq 0.01$ : \*\*,  $\leq 0.05$ : \*,  $\leq 0.1$ : .).

How the deposited data were processed for this re-analysis (not part of the article)

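RNA-seq libraries of 21 sample types of the Colorado potato beetle were analysed, 61 in all, of which 59 make up the atlas. The authors trimmed the reads (10 bases from the read starts, minimum length 36 bases), aligned them with STAR, counted read pairs per gene with featureCounts, and deposited TPM values for the genes that passed their filter of TPM above 1 in at least 2 libraries. The deposited table also holds the 2 libraries that the authors later removed. No per-sample column was left unmapped (0 columns). Conditions were taken from the sample titles, because the tissue field named another sample type in 59 labels. Among 59 pairs of replicates compared, 0 were identical, and the lowest chi-square per gene between replicates was 14.8, so the replicates are separate measurements.

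From the TPM values and gene lengths, whole numbers of read pairs were recovered within 0.01. The median was 14953364 read pairs per library, and 1 read pair at the median gene length corresponded to at most 0.122 TPM. Distances between libraries were Euclidean on log2(TPM + 1) over all 15578 genes, with complete-linkage clustering. The separation of groups was tested by permuting labels, exactly where the number of splits allowed it. NMDS was computed with vegan 2.7.1 on Bray-Curtis distances in 2 dimensions.

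Sexes and stages were compared within each tissue with limma 3.58.1 (empirical Bayes with a mean-variance trend) on log2(TPM + 1), for genes with TPM above 1 in at least 2 libraries of the tissue. The Benjamini-Hochberg threshold was 0.05. One model per tissue held adult females, adult males and, where sampled, L4 larvae, with white and yellow L4 fat body as 1 group. Whether the sex effect differs between tissues was tested with the limma F test of the interaction. Because the file holds TPM and not the authors' counts, the planned tests on raw counts were replaced by this one.

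Tau was calculated over 9 tissues with a threshold of 0.85 and a minimum median of 10 TPM in at least 1 tissue. The resulting tissue-specific genes served as marker genes, recomputed without the library under study. A library was taken to carry signal of another tissue where the median of that tissue's marker genes exceeded the median of its replicates by more than their range. Libraries that stood apart were also compared with mixtures of their replicates and a growing share of another tissue. Genes were said to follow one tissue at a Pearson coefficient of at least 0.9 with its indicator. The median male to female difference was compared between 18 chromosomes.

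The genes named in the text follow a rule. For the midgut stages it takes the gene with the largest difference in each direction among those past the threshold whose values do not overlap. For the sexes it takes, in each direction, the gene past the threshold in most tissues, with ties broken by the smallest adjusted p. For testes and fat body it takes the specific gene with the highest median.

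The limma comparisons, tau, the tissue coefficients, the marker genes and the chromosome comparisons were tested on simulated data. With 200 genes changed by 2 on the log2 scale, limma recovered from 46% (sexes in fat body, 9706 genes) to 90.5% (stages in midgut, 10056 genes), with 4 and 9 false calls. The interaction test recovered 70% of 200 genes changed in 1 tissue (11908 genes), with 6 false calls. Tau and the tissue coefficients each recovered 200 of 200 simulated genes among 2000. Midgut RNA mixed at 20% into hindgut libraries was found in 9 of 9 mixtures, with estimates of 7.57% to 11.1%, so the estimated shares are too low. A shift of -0.70 on 1 chromosome was recovered with 0 false calls. A level lowered by 1.50 in testes on 1 chromosome was recovered as -1.50, with the other chromosomes between -0.04 and 0.02. The reference of the chromosome comparison was changed to the median of the 18 chromosome medians, because the first version made false calls on simulated data. By then the real values had been seen once, and neither version called a chromosome.

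Alternatives covered pseudocounts, filters, scaling, the samples in the fit, the tau settings, the distance measure and the omission of each library. Co-expression modules, fuzzy c-means and gene ontology enrichment were not repeated, because the tools or annotations were not available. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3 were used.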

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

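The tests by mixing RNA of other tissues into libraries, other than those by marker genes, and the tests on chromosome 6 were chosen only after the results were seen. For samples far from the others, 32 combinations of group and measure were examined with Dixon's ratio and 6 passed it. Chance alone passes about 1 in 20 groups, and the 3 combinations that involve the removed yellow fat body library are not independent of each other.

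The removed female hindgut replicate 5 lay far from the other hindgut libraries, at a mean distance of 170.1 against 140.5 for the next. The paper does not give levels of other tissues' genes in it. Its midgut marker genes lay 4.55 above the replicates on the log2 scale. Hindgut marker genes were at 4.55, above the 2.10 that midgut libraries reach, which argues against a midgut library under a hindgut label. With 60% of midgut RNA added to the replicates, the mean distance fell from 150.5 to 97.6, while the replicates are 99.97 apart, but the distance changed little between 40% (100.8) and 75% (99.4). The 10 most abundant midgut marker genes had a median of 4250 TPM in it and 21782 in midgut, well below what a share of 60% would give. The 10 most abundant hindgut marker genes had 371 TPM, against 1199 in the replicates. The values are consistent with midgut RNA in the sample, in a share that stays open. How it came there was not tested, and no biological explanation was tested.

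The removed yellow fat body replicate 4 stood apart in 3 ways. It had 9946 genes with a TPM above 1, against 8959 for the next fat body library, a mean distance of 199.6 within fat body (next 160.2), and one of 175.3 within L4 fat body (next 142.7). Its hemolymph marker genes lay 1.79 above the other L4 fat body libraries, which could come from hemolymph RNA in the sample. Adding hemolymph RNA at 30% brought the mean distance down to 151.9 only, whereas the other L4 fat body libraries lay 124.6 apart on average. Hindgut RNA at 25% brought it to 152.1, although hindgut marker genes are at 0.20 in this library, against 5.31 to 6.29 in hindgut, so a fall in distance alone does not show which RNA is present. The 10 most abundant hemolymph marker genes had a median of 53.7 TPM in it, 9.04 in the other L4 fat body libraries and 1086 in hemolymph, well below what a share of 30% would give. How much of the distance comes from hemolymph RNA, and what else sets the library apart, stays open. Only 1 other yellow fat body library exists, so a difference between yellow and white fat body also stays open.

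The female malpighian tubule replicate 3 lay at a mean distance of 108.5 from the other malpighian tubule libraries, and the next at 94.1. Adding 15% of adult female fat body RNA to the other 2 female libraries brought the mean distance from 98.1 to 73.9, below the 77.2 between those 2. A candidate explanation is fat body RNA in the sample. With the profile of all fat body libraries the lowest distance was 83.8. A state of this animal's tubules that resembles female fat body was not tested.

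The male midgut replicate 2 lay at a mean distance of 83.5 from the other adult midgut libraries, and the next at 69.7. Its hindgut marker genes had a median of 1.93 against 0.96 in its replicates. Adding 2% of male hindgut RNA brought the mean distance from 69.4 to 65.2, with the other male midgut libraries 54.9 apart. That is a single pair to compare with, and the added profile is an average of other libraries, so whether hindgut RNA is the cause was not settled. No biological explanation was tested.

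The sex effect differed between tissues for 102 of 11908 genes by the limma interaction test (Benjamini-Hochberg adjusted p below 0.05). Of 101 arrangements of the sex labels within tissues, the real one included, 9 gave as many genes, so chance cannot be excluded. These arrangements take the tissues as independent. The count was 1073 without male fat body replicate 7, 411 without male hindgut replicate 3 and 62 without female fat body replicate 3. No biological explanation can be drawn from it.

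Genes of chromosome 6 had a level of -1.78 in testes on the log2 scale relative to the other chromosomes, from -1.81 to -1.75 in 3 of 3 testes libraries. The other 17 chromosomes lay between -0.45 and 0.11 in testes, and chromosome 6 lay between -0.18 and 0.24 in libraries of other tissues. The paper does not report values by chromosome. This was noticed after the share of testes-specific genes per chromosome had been seen. The measure was also changed once, from genes expressed in each tissue to genes with a mean TPM above 1, and the level was low both times. A single copy of the chromosome in testes and no other change would lower it by about 1, and the 3 libraries lie beyond that. Gene length and expression level do not account for it either, as the lowest of 1000 gene lists matched on both had a testes minus somatic median of 0.19, where chromosome 6 had -1.20. GC content could not be tested without the genome sequence. A lower activity of chromosome 6 in testes may be a biological difference, as a hypothesis found and tested on the same libraries.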

How the results depend on the processing

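The alternatives were set before the data were examined, except voom on recovered read pairs, the 2 tau settings without a pseudocount, the joint relabelling of same-numbered libraries and the rescaled shares of genes without overlap, which were chosen after seeing the data. Of 758 alternative values, 660 kept their direction and their side of the threshold (for counts, stayed within 1.5 times), 17 became weaker, 5 stronger, 71 moved and 5 reversed. The planned tests on raw counts were not run, because the deposited values are TPM. The cause of a change was not tested unless given.

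The grouping of replicates held in each alternative run, with 89.5% to 96.4% of libraries closest to their own type when each library was left out. The separation of L4 and adults by distance held in midgut, hindgut and fat body. The difference between the sexes averaged over tissues ran from 5.25 to 16.4 with each library left out. It was no longer past the threshold without female fat body replicate 2 (6.35), 3 (5.25) or 6 (6.37) or female hindgut replicate 4 (7.13), nor with same-numbered libraries relabelled together (10.2, exact permutation test, one-sided, p = 0.0556). In fat body alone it reversed without female replicate 2 (-5.38), 3 (-9.78) or 6 (-5.31), over a range up to 35.0. In hindgut alone it reversed without female replicate 4 (-10.9) or male replicate 5 (-4.04), over a range up to 18.1.

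Counts of genes that differ between the sexes by limma were unstable. Main counts were 7 in fat body, 7 in hindgut, 22 in midgut and 37 in malpighian tubules. One fit over all sample types gave 378, 193, 87 and 197, and voom gave 2, 3, 6 and 16. Only the adult libraries gave 3 in fat body, 0 in hindgut (402 at an unadjusted p below 0.05, and 3 by voom) and 47 in midgut. Without a filter there were 27 in hindgut, 5 in midgut and 16 in malpighian tubules. A pseudocount of 0.1 gave 0 in hindgut (407 at an unadjusted p below 0.05, and 3 by voom), and the removed library gave 3 there. Rescaling gave 34 in midgut and moved the median difference of all genes from 0.28 to 0.00.

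With each library left out, fat body ran from 5 to 328 (without male replicate 7) and malpighian tubules from 18 (without male replicate 4) to 64 (without male replicate 5). Hindgut ran from 0 to 53 by limma: 0 without female replicate 4, L4 replicate 5 or male replicate 5, 1 without L4 replicate 1, 3 without L4 replicate 4 and 53 without male replicate 3. Unadjusted, the main hindgut comparison had 432 genes, no more than the share of 0.05 that would pass by chance, and voom called 3. Midgut ran from 8 (without female replicate 3) to 39 (without L4 replicate 3), with 9 without female replicate 4 and 13 without male replicate 2. In midgut LdNA_1293 lost its call in 8 alternatives, with adjusted p from limma up to 0.508.

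For the stages by limma, midgut stayed within 1.5 times of 6981 except with a log2 difference of at least 1 (4571), and ran from 6135 to 7297 with each library left out. The share higher in L4 was 88.8% as deposited, 51.8% after rescaling and 52.1% by voom. Hindgut (822) gave 515 without a filter and 1752 in one fit over all sample types. It ran from 314 (without L4 replicate 4) to 921, with 335 without L4 replicate 5, 440 without female replicate 4, 469 without female replicate 1 and 538 without male replicate 5. The share higher was 40.0% as deposited, 53.1% after rescaling and 60.0% by voom. Fat body (903) gave 599 without a filter, 3217 in one fit, 1608 after rescaling and 1389 by voom. It ran from 444 (without white replicate 1) to 2290 (without male replicate 7), with 458 without white replicate 3, 468, 523 and 545 without female replicates 3, 6 and 2, and 597 without male replicate 5. For the tissue by sex interaction, a pseudocount of 0.1 gave 67 genes, and leaving out libraries gave 62 to 1073.

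Within a tissue, libraries of different groups with the same replicate number did not deviate together: of 14 pairings, correlations ran from -0.140 to 0.181, with 3 above 0.1. Between tissues of the same sex and stage, 62 same-numbered pairs had a mean correlation of 0.0559 and 250 other pairs -0.0134 (permutation test, one-sided, p = 0.0021), with 22 of the 62 above 0.1. Whether a number marks an animal is not given in the sources used here. The permutation tests over 4 tissues take the tissues as independent, except where same-numbered libraries are relabelled together. With the replicate number as a block, midgut sexes gave 8 genes and fat body stages 0 by limma (2242 at an unadjusted p below 0.05, and 1389 by voom without the block). Within a tissue, same-numbered libraries differ in sex or stage and so cannot come from the same animal. The block thus stands for no known pairing, and few fat body libraries share a number. These 2 counts therefore do not decide how firm the results are.

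Tissue-specific genes numbered 3701 with a median TPM above 1, 0 with a median above 10 in all 9 tissues, and 1195 without testes, where fewer genes can be specific by construction. Testes had 1721 and 0 with the first 2 of these. Fat body had 53 with tau above 0.80, 10 above 0.90, 58 with a pseudocount of 0.1, 55 with a median TPM above 1, 0 with a median above 10 in all 9 tissues, 97 over 17 sample types, 4 over 13 groups and 52 with the mean. It had 58 without a pseudocount and 61 when tissues within 1 SD were added. Genes that follow one tissue numbered 2972 at a coefficient of at least 0.8. Depth limits values near 1 TPM, which rest on few read pairs, most in genital ducts.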

Differences from the paper's values

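The settings without a pseudocount and the joint relabelling of same-numbered libraries were chosen only after the values were seen. For fat body-specific genes the paper gives 61, and 30 were found here. Of the alternatives set before the data were examined, the difference closed to within 1.5 times with tau above 0.80 (53), a pseudocount of 0.1 (58), a median TPM above 1 (55), the mean (52) and without testes (44). It did not close with tau above 0.90 (10), a median above 10 TPM in all 9 tissues (0), 17 sample types (97), 13 groups (4), the 2 removed libraries included (36), tissues within 1 SD (30) or any single library left out (25 to 35). With 3 libraries drawn per tissue the median of 100 draws was 35.5, which did not close it, but single draws ran from 16 to 87, a range that holds the paper's value.

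For genes assigned to 2 tissues the paper gives 227, and for 3 tissues 14. Here both are 0, because each gene was assigned to its highest tissue only. With tissues within 1 SD of the highest added, 87 genes had 2 tissues and 0 had 3, so neither difference closed.

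Without a pseudocount, with medians up to 1 TPM set to 0, the total was 2487 genes, which equals the paper's, and fat body had 58. With tissues within 1 SD added, fat body had 61, equal to the paper's, testes 1083 and 217 genes had 2 tissues, while genes with 3 tissues stayed at 0. Both settings were chosen after seeing the values. They were tried because the planned pseudocount of 0.1 had given 2463, close to the paper's total. They are settings under which the values meet and are not shown to be the paper's method, and the 2052 genes found as planned remain the result here. The paper's gene list was not used here, so how many of its genes these settings drop is not known.

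The paper states that tissues common to both sexes show no clear separation of the sexes in its heatmap. The difference in distance averaged over 4 tissues was 10.2 here (exact permutation test within tissues, one-sided, p = 0.0092). By the same permutation test p rose to between 0.104 and 0.158 without any one of 4 libraries, and with same-numbered libraries relabelled together it was 0.0556. In the complete-linkage tree 6 of the 8 adult types of these tissues had no branch of their own. Of the 23 adult libraries, 5 were closest to one of the other sex (0 in midgut). The tree therefore showed no clear separation of the sexes here. The paper also concludes that these tissues have no sex-specific transcriptome. By limma 69 genes differed in at least 1 tissue, in unstable counts. In malpighian tubules LdNA_21131 had 4664 TPM in males and 0.527 TPM in females, and kept its call in 12 alternatives. In the main fits of fat body and midgut it did not pass the threshold. For the count in malpighian tubules, 10 splits are too few to exclude chance.

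The paper states that the samples are free of material from other tissues. All 59 libraries were closest to their own tissue, as the paper describes. Marker genes of another tissue lay above the replicates with a median TPM above 1 in 12 of 360 combinations, in 11 libraries, and below them from such a level in 4. The excess in the 12 ran from 0.26 (fat body marker genes in testes replicate 4) to 3.39 on the log2 scale. How many combinations would pass by chance with so few replicates was not computed. The count by itself therefore does not show material of other tissues.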

Other observations

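The tests on the abundant midgut genes, male fat body replicate 7, male hindgut replicate 3, the gene shared by females, L4 fat body alone, same-numbered libraries and the levels of sex-different genes in the gonads were chosen only after the results were seen. For the stages, no other split of the libraries gave as many genes by limma in a model without the sexes: 1 of 84 splits in midgut, 1 of 56 in hindgut and 1 of 84 in fat body, the real split included. Chance is unlikely for these 3, but with so few splits it is not excluded. For the sexes, 1 of 10 splits each in fat body, midgut and malpighian tubules gave as many, the real one, and 10 splits are too few to exclude chance. For tissue-specific genes, 1 of 101 arrangements of the tissue labels gave as many, the real one.

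More genes were higher than lower in L4 midgut, with a median difference of 0.82 on the log2(TPM + 1) scale. A few abundant genes taking most of the TPM in adults could produce this. Without the 10 most abundant genes the median was 0.69 (0.63 to 0.76 with each library left out), so these 10 are not the whole cause. It fell to 0.49 without 100 and 0.31 without 1000 genes. Depth differs little between these groups, and a difference in total RNA between the stages was not tested.

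Male fat body replicate 7 lay closest to a female fat body library. A female sample under a male label does not account for it, because 26 genes higher in females in the other tissues had a mean log2 of 4.35 in it, against 4.95 and 5.03 in the other male libraries and 6.31 to 6.44 in females, and LdNA_1293 had 774 TPM in it, against 30913 to 58771 in females. The 12 genes higher in males in the other tissues point the other way, with 2.87 in it, 2.66 to 3.32 in females and 3.70 and 4.60 in the other males. A biological difference between animals was not tested.

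Male hindgut replicate 3 lay closest to female hindgut replicate 1, at 78.5. Malpighian tubule marker genes had a median of 3.53 in it, 2.38 to 3.08 in the female and L4 hindgut libraries, and 0.10 and 0.25 in male replicates 4 and 5. Without 461 genes higher in malpighian tubules its closest library was still female hindgut replicate 1, at 73.0, so malpighian tubule RNA is not the whole cause. That most hindgut libraries hold these transcripts leaves it open whether tubule tissue was collected with the hindgut or the hindgut expresses them.

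In 8 female hindgut, midgut and malpighian tubule libraries, the TPM of LdNA_1293 rose with the level of 30 fat body marker genes (Spearman rho 0.833, exact permutation p = 0.0154). That p takes the 8 libraries as independent, although they come from different tissues and some share a replicate number. The gene had 44020.3 TPM on average in female fat body. The values are consistent with fat body RNA in these libraries as a source of its difference between the sexes outside fat body. Expression in these tissues themselves was not excluded.

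For the genes that differ between the sexes, RNA of the gonads in the other tissues was examined as a source. Testes marker genes were 0.0927 higher in males on the log2 scale (exact permutation test, two-sided, p = 0.00635), higher in 4 of 4 tissues, and ovary marker genes were -0.0369 (exact permutation test, two-sided, p = 0.159). With same-numbered libraries relabelled together, p was 0.111 for testes and 0.389 for ovary marker genes (exact permutation test, two-sided, 36 relabellings), so whether traces of gonad RNA are present stays open. Such RNA cannot raise a gene above its level in the gonad. Of 69 genes that differ, 66 had a higher mean in at least 1 tissue where they differ than the median in the gonad of that sex, and 64 in each such tissue, which argues against gonad RNA as the source for most of them. For the others it stays open. How a gene was counted as higher than in the gonad was revised after values had been seen.

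No chromosome differed between the sexes in adult tissues. The means of 18 chromosomes lay between -0.02 and 0.02 on the log2 scale, with a smallest adjusted p of 0.286 (exact permutation test), 3 chromosomes at an unadjusted p below 0.05 and 0 after adjustment. The lowest value in one tissue was -0.0661, far from the -1 of an uncompensated single copy. The sources used here do not state which chromosome is a sex chromosome.

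Draws of one sample type gave a median of 33 fat body-specific genes, but they held adult fat body only. Set against all libraries of the other tissues, adult female fat body alone had 32 and adult male fat body alone 37, lower than every other tissue, while L4 fat body alone had 86, more than 3 tissues. Against the same stage of the other tissues where sampled, L4 fat body had 61, more than 1 tissue. The low number therefore depends on the stage, and the part that the mixture plays in it stays open. The high number in testes is not explained by its 3 libraries of one type, since in such draws testes still had 2.84 times the genes of the next tissue. On chromosome 6, 15 of 796 genes were testes-specific (1.88%), against 4.58% to 7.67% on the other chromosomes (Fisher's exact test, odds ratio 0.286, adjusted p = 1.99e-07).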
